A study of Mus musculus with 4 samples.

How the data were processed

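Lung cells of male C57BL/6 mice were profiled by single-cell RNA sequencing. The mice were 19 months old when treatment began and received the small-molecule inhibitor BPTES, or DMSO, its vehicle, for 1 month. Each group had 2 libraries. Per the labels' protocols, lungs were digested for 1 hour with Liberase, stained for CD45 and sorted, and 20000 CD45-negative and 9000 CD45-positive cells were mixed per library before droplet encapsulation. The deposited files were filtered feature-barcode matrices of UMI counts, 1 matrix per library, written by Cell Ranger 8.0.1 per the file headers. Each matrix held the same 31054 features. The genome build is not stated, so no coordinates are given. Gene symbols and Ensembl identifiers were taken from the matrices.

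Barcodes were kept with at least 500 genes, at least 1000 UMIs and at most 10% of UMIs from mitochondrial genes. Doublets were scored per library with Scrublet as built into scanpy 1.11.5, and the barcodes with the highest scores were removed, as many as 0.4% per 1000 kept barcodes. Counts were scaled to 10000 per cell and log-transformed. From 2000 variable genes, ranked within each library, 40 principal components were computed, with no correction between libraries. Exact 15 nearest neighbours were joined into a graph with UMAP weights rounded to 6 decimals, and cells were clustered with the Leiden algorithm of igraph 0.11.9 (modularity, 5 iterations, seed 0) at resolution 1. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and plots were drawn with matplotlib 3.10.9.

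Clustering was run more than once. Results had been seen under 2 earlier partitions, which came from scanpy's floating-point form of this graph and differed from each other only through rounding between processor settings. The neighbours were then computed on whole-number coordinates and the weights rounded, so that the partition no longer depended on these settings, and that partition was used as it came, with no choice among partitions by their results. Seeds 1 and 2 were added as alternatives after the data had been seen. Their partitions had 46 and 42 clusters, with adjusted Rand indices of 0.809 and 0.721 against the 44 clusters of seed 0.

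Clusters were named from fixed marker genes of 28 cell classes, and the names end in "-like" because they rest on RNA markers alone. A cluster took the class with the highest mean marker z-score. Its name was withheld for a score under 1.5, for fewer than 3 markers detected in at least 10% of cells, where its 10 leading genes held more markers of another class, or where its cells were shallow or probable doublets without own markers in the lead. These naming thresholds were set after the clusters of an earlier partition had been seen. Of 44 clusters, 11 stayed unnamed, with 9564 of 63895 cells (15.0%). A cluster was counted as CD45-positive where at least 50% of its cells had a UMI of Ptprc, the gene of CD45.

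Counts were summed per library and class. The 12 largest named classes with at least 50 cells in every library were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalisation, filterByExpr, quasi-likelihood test), with Benjamini-Hochberg adjustment within each class, and called at an adjusted p under 0.05. Log2 fold changes are of BPTES over DMSO, with approximate standard errors. Levels are given as CPM of the summed counts scaled by TMM library sizes, as mean and SD over 2 libraries. For a gene with no UMI in a whole group, a bound of 3 UMIs over the group was used, which covers counting error only. Class shares were tested with edgeR's quasi-likelihood test on numbers of cells, with the compartment's cells (CD45-positive or CD45-negative) as library size, over named classes with at least 20 cells. All tests were two-sided.

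The genes on 5 fixed lists (senescence and secretory phenotype, glutamine metabolism, amino acid stress through ATF4, interferon response, extracellular matrix and fibrosis) were tested per class with camera from limma 3.58.1 at its preset correlation of 0.01, adjusted over the 60 pairs of list and class. A further 13 fixed genes, among them Cdkn2a, Cdkn1a, Cdkn2b, Trp53, Glb1, Lmnb1, Il6, Ccl2, Gdf15 and Mki67, were read in each class, adjusted over all genes and over the list alone. For Cdkn2a and Cdkn1a, the share of cells with a UMI was taken after thinning each cell to 3000 UMIs and leaving out shallower cells. Those shares were compared by a two-sided exact permutation test, whose smallest p with 2 libraries against 2 is 0.333.

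Genes named in the text are, per class, up to 3 called genes per direction with the largest log2 fold change whose groups did not overlap and whose mean was at least 10 CPM, called members of the fixed lists, and the 13 fixed genes. The text leaves out some results on single genes that this rule selects. Genes called in the same direction in at least 4 classes were also to be named, and none was. Xist, Ddx3y and Ptprc served to check the labels. Filters, tests, marker genes, lists, the rule for named genes and the alternatives were fixed before the data were examined, except where stated. The fitting steps were tested on simulated counts. Simulated genes varied as edgeR's fitted trend alone, without gene-specific spread, so recovery in the real data can be lower. With 200 genes changed 2-fold at the real means and library sizes, edgeR recovered 67.0% of them in general capillary cells (16018 genes), 69.0% in B cells (12586 genes) and 77.5% in AT2 cells (12766 genes), with 1.47%, 6.76% and 4.32% false among the calls. The share test recovered 54 of 60 changed classes in 20 simulations of 24 classes, with 2 false calls. Those simulations used a fixed dispersion of 0.02, changed only larger classes, 2-fold, and took all named cells as library size. The spread of the real shares was not simulated, so recovery at that spread was not measured.

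The alternatives were DESeq2 size factors in edgeR, the Wald test of DESeq2 1.42.0, no filter on low counts, leaving out genes below 10% of their CPM in the class where they were highest, the replicate number as a block, mitochondrial limits of 5% and 20%, doublets kept, Scrublet's automatic threshold, resolutions of 0.5 and 2, shares of all cells, TMM over classes, camera with an estimated correlation, the rotation test fry, thinning to 2000 UMIs or not at all, and each library left out in turn. The class where a gene was highest was sought among named classes only, without the unnamed clusters. Naming clusters by marker score alone was added after the data had been seen, as were the 2 seeds. Fits without 1 library leave a lone sample in its group, which is then assumed to vary like the other group.

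Sequencing depth ran from 260346570 to 342107092 UMIs per library. Smaller named classes and unnamed clusters were left out of the planned gene tests because the number of classes was limited to 12; their calls were counted afterwards. With 2 mice or pools per group (the labels do not say which) the spread within groups is poorly known, and the outlier test for single samples was not applicable. Neither the markers that define a class nor genes that lead one of its clusters are read as changes within it unless this is stated.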

Results

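The data were 4 single-cell RNA libraries of aged mouse lung, 2 from mice given the small-molecule inhibitor BPTES and 2 from mice given DMSO. They address what this treatment changes in the cell classes of the aged lung. BPTES replicates 1 and 2 held 289575999 and 315719662 UMIs, and DMSO replicates 1 and 2 held 260346570 and 342107092. After filtering, 15142 and 15486 cells remained for BPTES and 14407 and 18860 for DMSO, with medians of 14571.5, 15736, 14211 and 13965.5 UMIs per cell. The share of barcodes that passed the filters before doublet removal was 91.0% and 93.0% for BPTES and 93.4% and 93.5% for DMSO. Xist (ENSMUSG00000086503) had between 0.0887 and 0.131 CPM and the Y-linked Ddx3y (ENSMUSG00000069045) between 156 and 204 CPM in the 4 libraries, which is the pattern of male cells. Cells of clusters positive for Ptprc (ENSMUSG00000026395), the gene of CD45, made up 27.9% and 30.0% of the BPTES libraries and 30.1% and 30.1% of the DMSO libraries, against 31.0% mixed in.

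The first comparison asked whether class shares within the sorted compartments differed between BPTES and DMSO. At an adjusted p under 0.05, edgeR called 3 of 24 named classes, and 6 had an unadjusted p under 0.05. The count was 0 at both other resolutions and with both other seeds of the clustering, the seeds having been added after the data were seen. It was 6 without DMSO replicate 2 and 1 in each of the other 3 fits without a library. AT2-like cells, the surfactant-making epithelial class, made up 3.62% ± 0.122 (SD, n = 2) of CD45-negative cells with BPTES and 1.47% ± 0.464 (SD, n = 2) with DMSO, a log2 difference of 1.30 (SE 0.317, adjusted p = 0.0451). Interstitial macrophage-like cells made up 5.56% ± 0.633 (SD, n = 2) and 2.44% ± 0.583 (SD, n = 2) of CD45-positive cells, a log2 difference of 1.18 (SE 0.305, adjusted p = 0.0451). Both calls were lost without BPTES replicate 1 (adjusted p = 0.388), BPTES replicate 2 (adjusted p = 0.497) or DMSO replicate 1 (adjusted p = 0.128). With seed 1 the adjusted p was 0.0564 for both, at log2 differences of 1.30 and 1.15.

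Mesothelial-like cells were at 0.0783% ± 0.0719 of CD45-negative cells with BPTES and 1.32% ± 1.19 with DMSO (SD, n = 2 each; log2 difference -4.05, SE 0.884, adjusted p = 0.0451). They numbered 3 and 14 cells in the BPTES libraries and 218 and 63 in the DMSO libraries, and the DMSO shares of 2.16% and 0.478% lay far apart. The call held without each library, at log2 differences from -5.52 (without BPTES replicate 2) to -2.60 (without DMSO replicate 1), and was lost with seed 1 (-4.06, adjusted p = 0.0564). B-like cells made up 15.1% ± 2.28 and 29.9% ± 2.79 of CD45-positive cells (SD, n = 2 each, log2 difference -0.99, SE 0.277, adjusted p = 0.0510). Their share was called at both other mitochondrial limits, with doublets kept and with Scrublet's automatic threshold. It was also called as a share of all cells and with naming by marker score alone. It was not called at either other resolution or seed, with TMM over classes or with the replicate number as a block. Without DMSO replicate 2 the log2 difference was -1.08. Alveolar macrophage-like cells (1.73% ± 0.0436 and 0.934% ± 0.0492) and smooth muscle-like cells (0.901% ± 0.191 and 0.468% ± 0.0400) were higher in both BPTES libraries, with log2 differences of 0.89 (SE 0.290) and 0.94 (SE 0.310) and an adjusted p of 0.0713 each. In each of these 6 classes both BPTES libraries lay on the same side of both DMSO libraries.

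**Figure D1:**
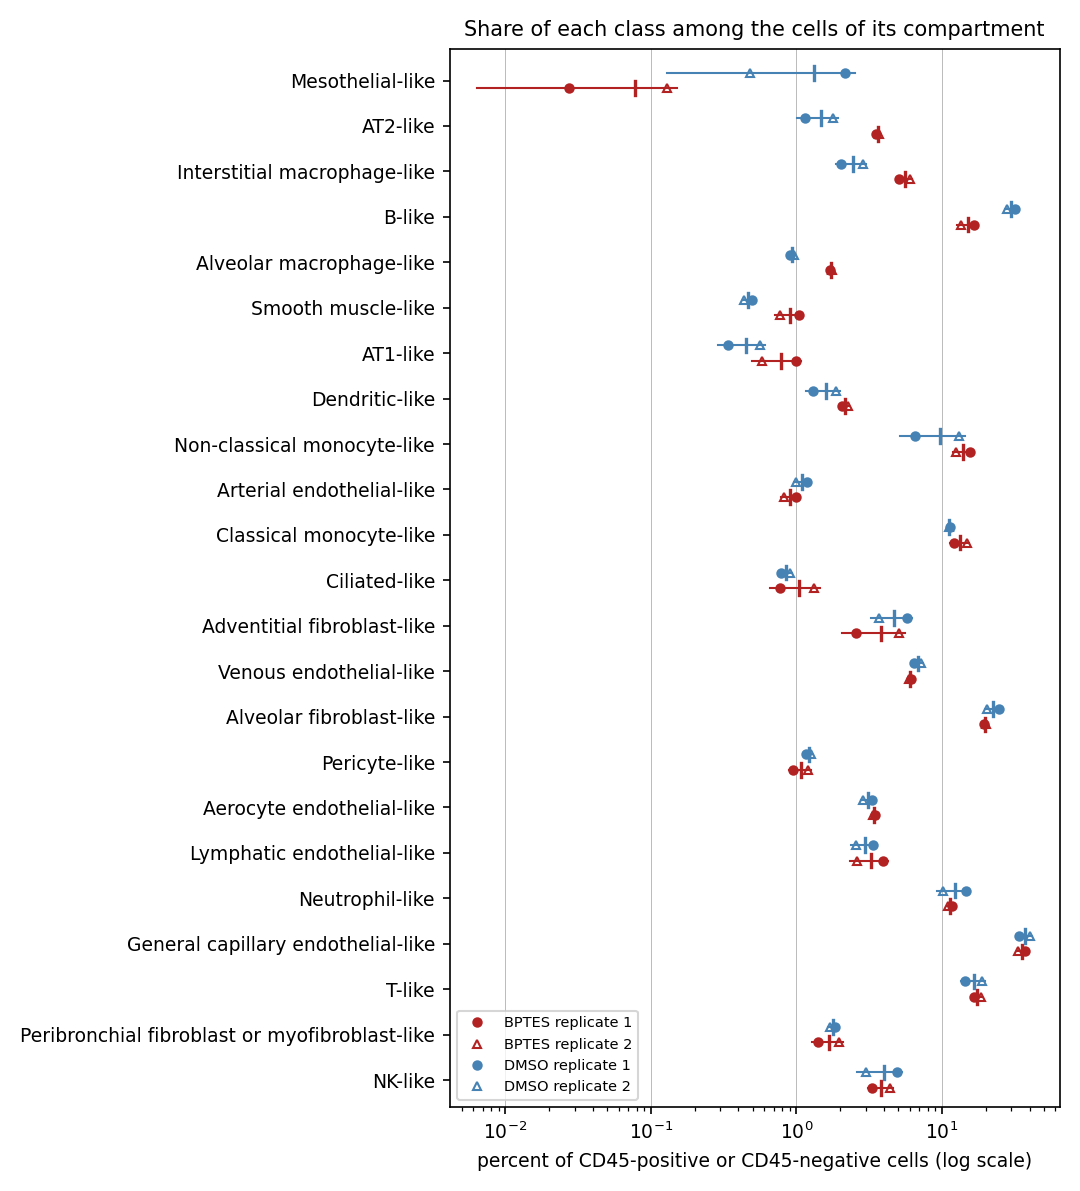
Share of each named class in its compartment (percent, log axis) for the 4 libraries, BPTES in red and DMSO in blue, with a tick at the mean, a line for the SD, filled circles for replicate 1 and open triangles for replicate 2; classes with no cell in a library are not drawn. AT2-like cells lie at 3.62% for BPTES and 1.47% for DMSO on average, and B-like cells at 15.1% and 29.9%.

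The next comparison asked which genes differed in each of the 12 fitted classes, with 9139 to 16420 genes tested per class. The calls over all classes came to 367 (128 higher and 239 lower with BPTES) for 349 genes, and no gene was called in the same direction in more than 3 classes. Neutrophil-like cells had 143 calls (29 higher, 114 lower), classical monocyte-like cells 62 (52 higher, 10 lower), AT2-like cells 55 (11 higher, 44 lower) and alveolar fibroblast-like cells 44 (17 higher, 27 lower). Lymphatic endothelial-like cells had 41 (11 higher, 30 lower), T-like cells 14 (4 higher, 10 lower), non-classical monocyte-like cells 7 (3 higher, 4 lower) and B-like cells 1 (higher). The remaining 4 classes had 0 calls by edgeR. These had 3510 (general capillary endothelial-like), 1765 (venous endothelial-like), 2061 (adventitial fibroblast-like) and 1067 (aerocyte endothelial-like) genes at an unadjusted p under 0.05, and DESeq2 called 727, 76, 173 and 39. The median log2 fold change over all genes of a class lay between -0.01 and 0.01. The setting that moved the counts most was no filter on low counts, with 2179 calls in general capillary cells. Doublets kept gave 4 calls in neutrophil-like cells, with 0 of the 143 among them, and 0 calls in classical monocyte-like and AT2-like cells.

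Counts of calls also depended on single libraries. Without BPTES replicate 1 they were 1267 in general capillary, 395 in alveolar fibroblast-like, 25 in B-like, 369 in T-like, 399 in venous, 113 in non-classical monocyte-like, 630 in neutrophil-like, 2 in adventitial, 433 in aerocyte, 461 in lymphatic and 149 in AT2-like cells. Without BPTES replicate 2 they were 35 in general capillary, 104 in alveolar fibroblast-like, 8 in B-like, 274 in T-like, 29 in venous, 172 in classical monocyte-like, 45 in non-classical monocyte-like, 415 in neutrophil-like, 1 in adventitial and 107 in lymphatic cells. Without DMSO replicate 1 they were 11 in general capillary, 240 in alveolar fibroblast-like, 34 in B-like, 109 in T-like, 143 in classical monocyte-like, 0 in non-classical monocyte-like, 27 in adventitial, 7 in aerocyte, 72 in lymphatic and 368 in AT2-like cells. Without DMSO replicate 2 they were 553 in general capillary, 1871 in alveolar fibroblast-like, 49 in B-like, 40 in T-like, 31 in venous, 505 in classical monocyte-like, 98 in adventitial, 43 in aerocyte, 242 in lymphatic and 511 in AT2-like cells. The other counts were within 1.5 times those of all 4 libraries or 0 in both. No gene called with all 4 libraries was called in the opposite direction under any of these fits.

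Among the called genes of neutrophil-like cells, Ngp (ENSMUSG00000032484), a gene of neutrophil granules, fell by 4.15 on the log2 scale (SE 0.399, adjusted p = 0.00426), from 242 ± 107 CPM with DMSO to 13.9 ± 9.12 with BPTES (SD, n = 2 each). In the DMSO libraries 2 cells held 93.9% and 68.9% of its UMIs, and without the 2 cells per library richest in granule genes the log2 fold change was -2.43 (adjusted p = 0.0344). Camp (ENSMUSG00000038357) had 0 UMIs in both BPTES libraries and 808 and 129 in the DMSO libraries. Its level was at least 247-fold lower against a bound of 3 UMIs over the BPTES group. That value rests mainly on DMSO replicate 1, with 133 CPM against 25.5 in DMSO replicate 2. At least 95.3% of each DMSO library's Camp UMIs lay in 2 cells. Ltf (ENSMUSG00000032496) was lower by 3.08 on the log2 scale (SE 0.573, adjusted p = 0.0390), a call that was lost without the 2 richest cells of each library (adjusted p = 0.731). With doublets kept, Camp and Ltf were no longer lower (log2 fold changes 0.23 and 0.035). Higher with BPTES were Lmna (ENSMUSG00000028063; log2 fold change 1.81, adjusted p = 0.0282), Jade1 (ENSMUSG00000025764; 1.21, adjusted p = 0.0232) and Gpr141 (ENSMUSG00000053101; 0.86, adjusted p = 0.0238).

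Called list members in neutrophil-like cells were lower except for Ccl2. These were Thbs1 (ENSMUSG00000040152, log2 fold change -0.69), Il1b (ENSMUSG00000027398, -0.38), Cxcl10 (ENSMUSG00000034855, -1.10), Lcp1 (ENSMUSG00000021998, -0.46), Ccl4 (ENSMUSG00000018930, -1.10), Timp2 (ENSMUSG00000017466, -0.48), Tgfbi (ENSMUSG00000035493, -0.52) and Igfbp6 (ENSMUSG00000023046, -1.69), with adjusted p values from 0.0195 to 0.0454. Cxcl2 (ENSMUSG00000058427), also lower, is among the genes that lead this class and is not read as a change within it. Timp2 lost its call without DMSO replicate 2 (adjusted p = 0.105), and Cxcl10 was no longer lower where clusters were named by marker score alone (log2 fold change 0.29). Lmna, Cxcl10, Ccl4 and Igfbp6 were below 10% of their level in another class, where RNA from other cells can add UMIs.

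In classical monocyte-like cells, Lcn2 (ENSMUSG00000026822) fell by 2.11 on the log2 scale (SE 0.164, adjusted p = 0.0184), from 25.4 ± 4.46 to 5.91 ± 0.484 CPM (SD, n = 2 each), at 1.20% of its level in AT2-like cells. S100a8 (ENSMUSG00000056054; log2 fold change -1.32, adjusted p = 0.0263) and C1rl (ENSMUSG00000038527; -1.06, adjusted p = 0.0263) were also lower, and S100a8 was lower by a median of 0.82 on the log2 scale in other classes where it is scarce. Hspa1a (ENSMUSG00000091971, 1.46, adjusted p = 0.0471) and Lyz1 (ENSMUSG00000069515, 1.23, adjusted p = 0.0422) were higher, at 4.23% and 5.50% of their highest class. For Lyz1 that class was AT2-like. RNA of AT2 markers in other classes was higher by 1.07 on the log2 scale with BPTES. RNA from AT2-like cells thus stays open as a source of the Lyz1 rise. The interferon-induced genes Cxcl10 (ENSMUSG00000034855; 34.5 ± 6.81 against 15.2 ± 1.49 CPM, adjusted p = 0.0326) and Rsad2 (ENSMUSG00000020641; 48.4 ± 2.68 against 22.7 ± 3.51 CPM, adjusted p = 0.0263; SD, n = 2 each) rose, with Cxcl10 at 5.79% of its highest class. Mx1 (ENSMUSG00000000386), Stat2 (ENSMUSG00000040033), Ifi47 (ENSMUSG00000078920) and Cebpg (ENSMUSG00000056216) rose by 0.83, 0.77, 0.75 and 0.83 on the log2 scale. Ccl24 (ENSMUSG00000004814) was lower (-1.88, adjusted p = 0.0422), but not called with either other resolution or seed (smallest adjusted p = 0.414). The glutamine transporter gene Slc38a1 (ENSMUSG00000023169) was lower (-0.46, adjusted p = 0.0471), but not called without BPTES replicate 1 (adjusted p = 0.0903), BPTES replicate 2 (adjusted p = 0.0597) or DMSO replicate 1 (adjusted p = 0.0502).

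In lymphatic endothelial-like cells, Slc38a4 (ENSMUSG00000022464; log2 fold change -1.86, adjusted p = 0.0238), Tpst1 (ENSMUSG00000034118; -1.43, adjusted p = 0.0354) and Pde4c (ENSMUSG00000031842; -1.37, adjusted p = 0.0240) were lower. Tmem132d (ENSMUSG00000034310; 1.28, adjusted p = 0.0265) and Gria2 (ENSMUSG00000033981; 1.21, adjusted p = 0.0238) were higher, Gria2 with 51.9 ± 5.94 against 22.3 ± 0.0613 CPM (SD, n = 2 each). The interferon list members Oasl2 (ENSMUSG00000029561), Ifi27l2a (ENSMUSG00000079017), Rtp4 (ENSMUSG00000033355), Irf1 (ENSMUSG00000018899) and Iigp1 (ENSMUSG00000054072) had log2 fold changes of -2.62, -1.36, -1.21, -0.59 and -0.53. Oasl2 had 12 and 5 UMIs with BPTES and 62 and 36 with DMSO. Tpst1, Rtp4 and Iigp1 lost their calls without DMSO replicate 1 (adjusted p = 0.104, 0.0625 and 0.0602). Tpst1, Tmem132d, Oasl2 and Ifi27l2a were below 10% of their level in another class.

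In AT2-like cells, Ccl5 (ENSMUSG00000035042; log2 fold change -2.63, adjusted p = 0.00765), Gm12185 (ENSMUSG00000048852; -1.48, adjusted p = 0.0415), Lrrc63 (ENSMUSG00000021997; -1.26, adjusted p = 0.0125) and Angptl4 (ENSMUSG00000002289; -1.62, adjusted p = 0.0415) were lower. Per2 (ENSMUSG00000055866; 1.16, adjusted p = 0.0432), Thbs1 (ENSMUSG00000040152; 0.79, adjusted p = 0.0432) and Il33 (ENSMUSG00000024810; 0.72, adjusted p = 0.0125) were higher, Il33 with 552 ± 10.2 against 335 ± 9.22 CPM (SD, n = 2 each). Per2, Thbs1 and Angptl4 lost their calls without BPTES replicate 2 (adjusted p = 0.0516, 0.0599 and 0.0637). Ccl5, Gm12185, Thbs1 and Angptl4 were below 10% of their level in another class. Without barcodes that held several UMIs of lymphocyte markers, 6 of the 55 calls of this class were left.

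Alveolar fibroblast-like cells had lower Muc13 (ENSMUSG00000022824; log2 fold change -2.22, adjusted p = 0.0288), Prr5l (ENSMUSG00000032841; -1.16, adjusted p = 0.0121), Trim69 (ENSMUSG00000033368; -1.10, adjusted p = 0.0121) and Irf1 (ENSMUSG00000018899; -0.58, adjusted p = 0.0431). Higher were Lcn2 (ENSMUSG00000026822; 3.01, adjusted p = 0.0226), Saa3 (ENSMUSG00000040026; 2.49, adjusted p = 0.00485) and Timp1 (ENSMUSG00000001131; 1.88, adjusted p = 0.00943), Timp1 with 73.5 ± 16.1 against 19.9 ± 1.36 CPM (SD, n = 2 each). The list members Col15a1 (ENSMUSG00000028339; 1.48), Igfbp4 (ENSMUSG00000017493; 1.05) and Cxcl12 (ENSMUSG00000061353; 0.78) were also higher. These 3 were not called at resolution 2 (0.51, 0.55 and 0.47) or with naming by marker score alone, and Saa3 was not called at resolution 2 (adjusted p = 0.0914) or Lcn2 with seed 1 (adjusted p = 0.0504). Lcn2, Saa3, Col15a1, Igfbp4 and Cxcl12 were below 10% of their level in another class. The mix of clusters 1 and 2 within the alveolar fibroblast-like class differed between the groups. Cluster 1 made up 8.22% and 10.2% of CD45-negative cells with BPTES and 15.6% and 11.2% with DMSO. For cluster 2 these were 11.4% and 10.0% against 9.05% and 9.33%. What this mix adds to the gene and list calls of the class was not tested. Jchain (ENSMUSG00000067149) was the call in B-like cells (log2 fold change 2.87, SE 0.297, adjusted p = 0.0379), at 25.2 ± 9.38 CPM with BPTES and 3.41 ± 1.32 with DMSO (SD, n = 2 each). Its level was 2.26% of that in alveolar macrophage-like cells, the highest named class. Unnamed cluster 39, led by Igha and Jchain, was not among the classes compared. The Jchain call was lost without the 2 richest cells per library (adjusted p = 0.326), with the mitochondrial limit of 5% (adjusted p = 0.262) or seed 2 (adjusted p = 0.0685).

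Non-classical monocyte-like cells had lower H2-Ab1 (ENSMUSG00000073421; log2 fold change -0.93, adjusted p = 0.0267), H2-Aa (ENSMUSG00000036594; -0.91, adjusted p = 0.0372) and Cd74 (ENSMUSG00000024610; -0.85, adjusted p = 0.00897). Mamdc2 (ENSMUSG00000033207; 1.21, adjusted p = 0.0165), Arhgef18 (ENSMUSG00000004568; 0.85, adjusted p = 0.0270) and Cxcl2 (ENSMUSG00000058427; 0.67, adjusted p = 0.0190) were higher. Each of these 6 genes lost its call without DMSO replicate 1 (adjusted p up to 0.175), and H2-Ab1, Mamdc2, Arhgef18 and Cxcl2 also did so without DMSO replicate 2 (adjusted p from 0.0674 to 0.111). All but Arhgef18 were below 10% of their level in another class. In T-like cells, Klra9 (ENSMUSG00000033024; -1.49, adjusted p = 0.0223) and Ube2c (ENSMUSG00000001403; -1.11, adjusted p = 0.0293) were lower, with Klra9 at 5.03% of its level in NK-like cells. Gzmb (ENSMUSG00000015437; -0.92) and Ccl5 (ENSMUSG00000035042; -0.58), also lower, both lead a cluster within the class. Il1r1 (ENSMUSG00000026072; 1.75, adjusted p = 0.0497, at 4.14% of its highest class), Il23r (ENSMUSG00000049093; 1.20, adjusted p = 0.0293) and Sgms1 (ENSMUSG00000040451; 0.58, adjusted p = 0.0223) were higher. Ube2c was not called at either other resolution (-0.25 and -0.09). The shares of the clusters within the T-like class differed between the groups, and that mix alone gave a median share of 0.507 of the called changes.

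The fixed genes were read next, since most of them are common markers of senescent cells. Of 125 pairs of fixed gene and class, edgeR called 2 over all genes, and 10 were called when adjusted over the list alone (6 lower, 4 higher). The count over all genes was 10 without BPTES replicate 1, 11 without DMSO replicate 2 and 4 without BPTES replicate 2 or DMSO replicate 1. Both calls over all genes were Ccl2 (ENSMUSG00000035385). It rose in classical monocyte-like cells from 79.0 ± 3.13 to 127 ± 18.4 CPM (SD, n = 2 each; log2 fold change 0.68, SE 0.106, adjusted p = 0.0477), with an adjusted p of 0.0525 without BPTES replicate 1 and 0.0601 with seed 1. In neutrophil-like cells it rose from 1.37 ± 0.300 to 8.78 ± 2.61 CPM (SD, n = 2 each; log2 fold change 2.67, SE 0.420, adjusted p = 0.0237), from 7 and 8 UMIs with DMSO to 49 and 37 with BPTES. Those UMIs lay in 14 and 15 BPTES cells, at 1.90% of the level in mesothelial-like cells, and the call was lost where clusters were named by marker score alone (log2 fold change 0.63, adjusted p = 0.195).

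Adjusted over the list alone, Cdkn1a (ENSMUSG00000023067), which encodes the cell cycle inhibitor p21, was lower in AT2-like cells (44.1 ± 3.54 against 63.8 ± 7.32 CPM, log2 fold change -0.52, adjusted p = 0.00861) and lymphatic endothelial-like cells (217 ± 13.4 against 292 ± 24.8 CPM, -0.43, adjusted p = 0.0118). It was higher in aerocyte endothelial-like cells (1069 ± 57.2 against 882 ± 72.8 CPM, 0.28, adjusted p = 0.0251; SD, n = 2 each). The adjusted p was 0.0597 in AT2-like cells without BPTES replicate 2, 0.209 in lymphatic cells without DMSO replicate 1, and in aerocytes 0.0740 without BPTES replicate 2 and 0.250 without DMSO replicate 1. Over the list alone, Mki67 (ENSMUSG00000031004) was lower in T-like cells (-0.39) and classical monocyte-like cells (-1.48), and Lmnb1 (ENSMUSG00000024590) in aerocytes (-0.71) and neutrophil-like cells (-0.23). Il6 (ENSMUSG00000025746) was higher in classical monocyte-like cells (0.58), a call lost without any single library (adjusted p from 0.0510 to 0.148). Mki67 in classical monocyte-like cells was not called with seed 1 (adjusted p = 0.291) or 2. Lmnb1 lost its call in aerocytes without BPTES replicate 2 (adjusted p = 0.0532) or DMSO replicate 2 (adjusted p = 0.117), and in neutrophil-like cells without BPTES replicate 2 (adjusted p = 0.112) or DMSO replicate 1 (adjusted p = 0.147).

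Shares of cells with a UMI of Cdkn1a or Cdkn2a after thinning to 3000 UMIs covered 47228 cells, with 683 BPTES cells and 1252 DMSO cells left out as too shallow. Cdkn1a was found in 17660 of these cells. The share was higher in both BPTES libraries than in both DMSO libraries in 4 classes and lower in 4, and each such comparison had an exact permutation p of 0.333, the smallest possible. The lower shares were in lymphatic endothelial-like (33.9% ± 2.96 against 41.0% ± 0.770), alveolar fibroblast-like (15.4% ± 0.528 against 18.7% ± 1.52), AT2-like (11.7% ± 1.04 against 17.2% ± 5.21) and T-like cells (7.23% ± 1.23 against 9.70% ± 1.20; SD, n = 2 each). The higher ones were in aerocyte (85.3% ± 2.36 against 78.9% ± 2.36), neutrophil-like (54.1% ± 1.90 against 47.0% ± 1.88), general capillary (52.0% ± 0.665 against 49.1% ± 0.377) and B-like cells (3.41% ± 0.250 against 2.71% ± 0.0702; SD, n = 2 each). In all 8 the summed CPM moved the same way without overlap. B-like cells, with the lowest share, give the level that background RNA could reach at a median of 11757 UMIs per cell, against 11292 in lymphatic, 20808 in alveolar fibroblast-like, 45130 in AT2-like, 16225 in T-like, 17968 in aerocyte, 12559 in general capillary and 8953.5 in neutrophil-like cells. Without BPTES replicate 2, 6 classes had a lower share, and without BPTES replicate 1, 6 had a higher one.

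Cdkn2a (ENSMUSG00000044303), which encodes p16 and p19Arf, was found in 102 of the 47228 cells. Aerocyte endothelial-like cells had the highest share, 4.33% ± 2.60 with BPTES and 2.69% ± 1.18 with DMSO (SD, n = 2 each), and the groups overlapped. The means lay the other way at 2000 UMIs (2.58% with BPTES against 3.30% with DMSO). They did so with no thinning too (10.0% against 11.9%), and the groups overlapped in both settings. No cell was positive in neutrophil-like and AT2-like cells. B-like cells had a lower share in both BPTES libraries (0% against 0.341% ± 0.128, SD, n = 2), with overlapping CPM, and no class had a higher one. This rests on 9 positive cells, with an exact permutation p of 0.333, and the groups overlapped with thinning to 2000 UMIs. T-like cells had lower CPM in both BPTES libraries (1.12 against 2.65) with overlapping shares, and a lower share without overlap at 2000 UMIs (mean 0.265% against 0.449%) and with no thinning (1.38% ± 0.470 against 2.49% ± 0.103; SD, n = 2 each). General capillary cells (0.433 against 0.297) and venous cells (0.158 against 0.0381) had higher CPM in both BPTES libraries with overlapping shares, and a higher share with no thinning (means of 0.458% against 0.281%, and 0.153% against 0.0525%, the latter from 3 positive cells), while the general capillary share was lower at 2000 UMIs (0.0559% against 0.127%). Adventitial cells had overlapping CPM and a lower share at 2000 UMIs (0.0921% against 0.381%) and with no thinning (0.726% against 2.34%). Classes with a lower share numbered 3 without BPTES replicate 1 or DMSO replicate 1 and 2 without either other library. Those with a higher one numbered 3 without BPTES replicate 1 or 2 and 2 without DMSO replicate 1.

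**Figure D2:**
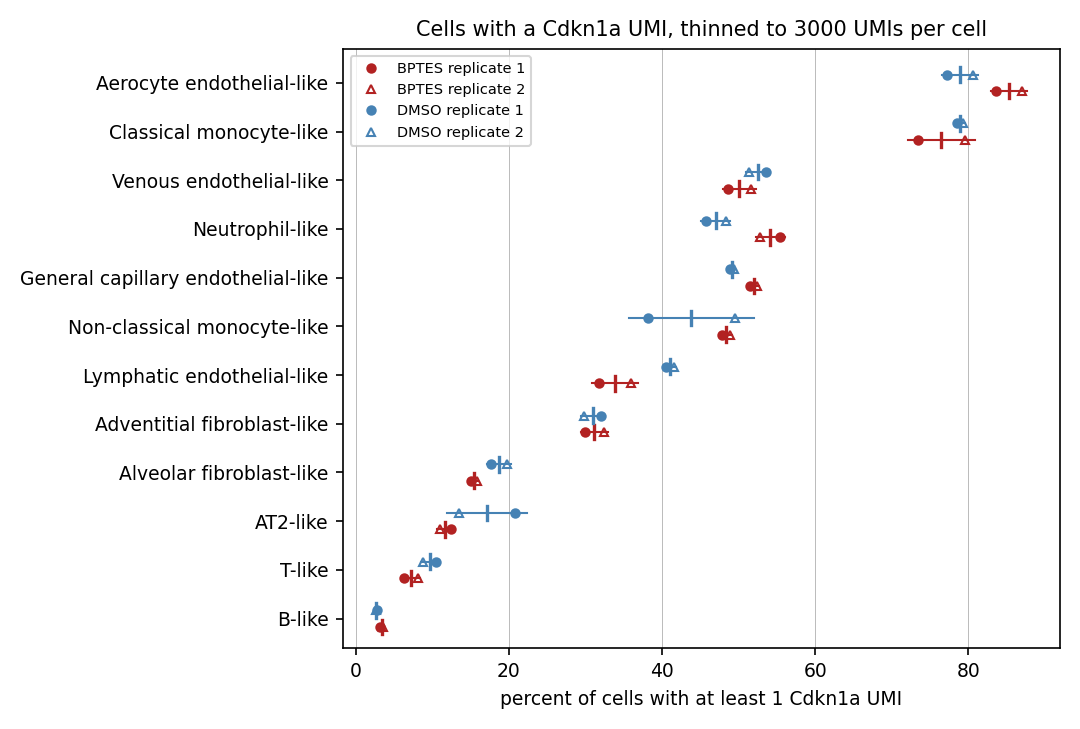
Share of cells with a Cdkn1a UMI after thinning (percent) in the 12 fitted classes, BPTES in red and DMSO in blue, filled circles for replicate 1 and open triangles for replicate 2, with a tick at the mean and a line for the SD. Aerocyte endothelial-like cells lie at 85.3% for BPTES and 78.9% for DMSO on average, and lymphatic endothelial-like cells at 33.9% and 41.0%.

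The list tests asked whether 5 fixed gene lists moved together in each class. With camera's preset correlation, 18 of 60 pairs of list and class had an adjusted p under 0.05. None was called with the correlation estimated from the data (smallest adjusted p = 0.758) or with fry (smallest adjusted p = 0.0865), and these were the settings that moved the result most. The interferon response list was called in 7 classes. It was higher in classical monocyte-like cells (median log2 fold change 0.28, adjusted p = 3.20e-16). It was lower in adventitial fibroblast-like (median -0.59, adjusted p = 5.83e-26), lymphatic endothelial-like (-0.48, adjusted p = 7.65e-23) and venous endothelial-like cells (-0.16, adjusted p = 1.96e-08), and in general capillary (-0.15), non-classical monocyte-like (-0.12) and aerocyte cells (-0.06). The general capillary class holds a cluster led by interferon genes. Without BPTES replicate 2 the list was no longer called in venous (-0.07, adjusted p = 0.157), general capillary (0.01, adjusted p = 0.891), non-classical monocyte-like (-0.05, adjusted p = 0.487) and aerocyte cells (0.08, adjusted p = 0.626). Without DMSO replicate 2 it was not called in general capillary (adjusted p = 0.127) and aerocyte cells (0.06, adjusted p = 0.651). Over all 12 classes it was called in 10 without BPTES replicate 1.

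**Figure D3:**
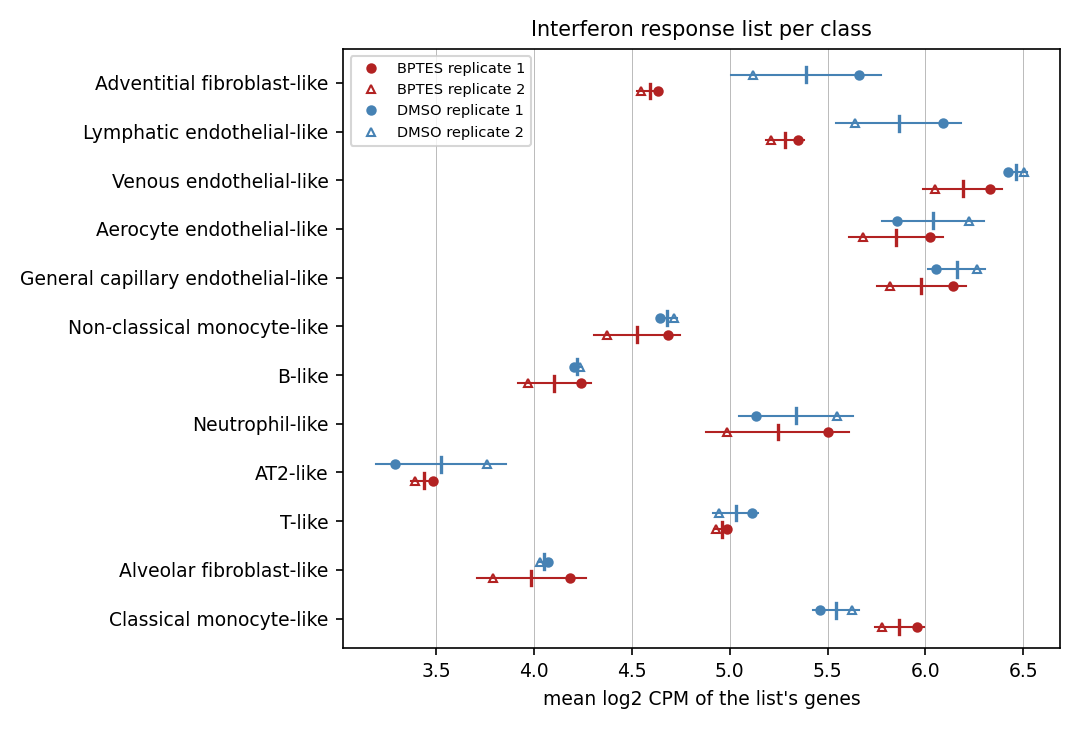
Mean log2 CPM of the interferon response list in the 12 fitted classes for the 4 libraries, BPTES in red and DMSO in blue, filled circles for replicate 1 and open triangles for replicate 2, with a tick at the mean and a line for the SD. Both BPTES libraries lie above both DMSO libraries in classical monocyte-like cells and below them in adventitial, lymphatic and venous cells.

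The extracellular matrix and fibrosis list was higher in 3 classes, namely alveolar fibroblast-like (median 0.29, adjusted p = 3.71e-14), general capillary (0.14, adjusted p = 0.0330) and aerocyte cells (0.18, adjusted p = 0.0414). It was called in 7 classes without BPTES replicate 1. Without BPTES replicate 2 the call was lost in general capillary cells (adjusted p = 0.499) and aerocytes (adjusted p = 0.626), where the direction of the test also turned, and in aerocytes it was lost without DMSO replicate 2 (adjusted p = 0.102). In general capillary cells it was also lost with seeds 1 (adjusted p = 0.247) and 2 (adjusted p = 0.0909). In alveolar fibroblast-like cells the mix of clusters differed between the groups, and its part in the list's rise was not tested. The amino acid stress list was higher in non-classical monocyte-like (0.11, adjusted p = 0.0145) and classical monocyte-like cells (0.12, adjusted p = 0.0245). With seeds 1 and 2 the list stayed called by camera in classical monocyte-like cells (adjusted p = 0.0229 and 0.0273), but its median was only 0.017 with each. It was called in 0 classes without DMSO replicate 1, 1 without BPTES replicate 2, 4 without BPTES replicate 1 and 6 without DMSO replicate 2. The glutamine metabolism list was called in 0 classes by camera, and in 1 without BPTES replicate 1.

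The senescence and secretory phenotype list was lower in neutrophil-like (median -0.12, adjusted p = 0.00269), lymphatic (-0.12, adjusted p = 0.00822), venous (-0.12, adjusted p = 0.0233) and adventitial cells (-0.10, adjusted p = 0.0414). It was higher in alveolar fibroblast-like (0.10, adjusted p = 0.0145) and non-classical monocyte-like cells (0.08, adjusted p = 0.0210). Without DMSO replicate 1 it was called in 2 classes, being lost in venous (adjusted p = 0.0651), adventitial (adjusted p = 0.0890), alveolar fibroblast-like (adjusted p = 0.217) and non-classical monocyte-like cells (adjusted p = 0.269). Without BPTES replicate 1 it was lost in lymphatic (adjusted p = 0.490), venous (adjusted p = 0.166) and adventitial cells (adjusted p = 0.161). Without genes below 10% of their highest class 1 class was called. In adventitial cells the camera call was also lost with seeds 1 (adjusted p = 0.120) and 2 (adjusted p = 0.0909). With all 4 libraries the median, the mean and the test had the same sign in every called pair of any list.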

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

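The tests of explanations in this part were all chosen after the result had been seen, as was the choice of classical monocyte-like cells as the reference class.

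The interferon response list moved in opposite directions between cell classes. It was higher in both BPTES libraries than in both DMSO libraries in classical monocyte-like cells and lower in both in venous endothelial-like, adventitial fibroblast-like and lymphatic endothelial-like cells, while the groups overlapped in the other 8 classes. The mean log2 CPM of the list in classical monocyte-like cells was 5.95 and 5.78 with BPTES and 5.46 and 5.63 with DMSO. In adventitial cells it was 4.64 and 4.54 against 5.66 and 5.12, in lymphatic cells 5.35 and 5.21 against 6.09 and 5.64, and in venous cells 6.33 and 6.05 against 6.42 and 6.50. The difference itself was tested as an interaction of class and treatment, in a model with a term for each library, since both classes came from the same libraries. Relative to classical monocyte-like cells, the median log2 difference of the list's genes was -0.46 in venous cells (camera at its preset correlation, adjusted p = 1.45e-16), -1.06 in adventitial cells (adjusted p = 9.54e-18) and -0.84 in lymphatic cells (adjusted p = 1.20e-14). The other 8 classes, whose groups overlapped, also lay below the reference (adjusted p up to 7.45e-06), with the smallest p in non-classical monocyte-like cells (-0.34, adjusted p = 2.85e-25). The differences thus include the rise in the reference class and do not single out these 3 classes.

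Some technical explanations were argued against by the tables. A few cells with very high interferon genes would lose the difference when removed. Without the 5% of cells richest in the list, its genes weighted alike, the difference in mean log2 CPM was -0.26 in venous, -0.63 in adventitial and -0.62 in lymphatic cells, against -0.27, -0.80 and -0.58 with all cells, and the groups stayed apart. In classical monocyte-like cells it was 0.26 against 0.32, also without overlap, while the summed CPM of the list, which its abundant genes dominate, overlapped there (difference 0.06). RNA from other cells would act on genes that are scarce in a class, and without genes below 10% of their highest class the list stayed called in the same direction in all 4 classes, with a highest adjusted p of 8.96e-08. Genes below 2% of their highest class did fall in adventitial (median log2 fold change -0.38) and lymphatic cells (-0.40), so some RNA from other cells differed there.

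Correlation between the list's genes beyond the preset value is an explanation of the small p values that stays open, since no difference passed with the correlation estimated from the data (smallest adjusted p of the 3 = 0.155) and fry gave adjusted p values of 0.0717 for venous cells and 0.110 for adventitial and lymphatic cells. With 2 libraries per group, a difference in interferon exposure between single mice, unrelated to the treatment, cannot be told apart from an effect of BPTES. A single aberrant library stays open too. The direction stayed in 16 of the 16 combinations of these 4 classes and a left-out library, but the classes were chosen because their groups did not overlap, so this was fixed by the choice. In venous cells the list was not called without BPTES replicate 2 (median log2 fold change -0.07, adjusted p = 0.157). No cause is preferred here.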

How the results depend on the processing

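The naming of clusters by marker score alone and seeds 1 and 2 of the clustering were chosen after the data had been seen, and all other alternatives were fixed before. The 72 pairs of named gene and class had 1259 alternative fits. Of these fits, 1083 kept the direction and the call, 173 kept the direction without the call and 3 turned. Of the pairs, 65 of the 67 that DESeq2 tested stayed called with it. With DESeq2 size factors 72 stayed called, and 72 without the filter on low counts. The mitochondrial limits of 20% and 5% kept 71 and 70, and resolutions 0.5 and 2 kept 68 and 61. Seeds 1 and 2 kept 65 and 64, Scrublet's automatic threshold 56 and naming by marker score 54. Doublets kept left 2 called. The 3 that turned were Camp and Ltf in neutrophil-like cells with doublets kept (log2 fold changes 0.23 and 0.035) and Cxcl10 in neutrophil-like cells under naming by marker score (0.29). With doublets kept, RNA of other classes entered the sums and more genes were tested (11523 against 9139 in neutrophil-like cells); which of these moved the calls was not tested.

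DESeq2's Wald test called 727 genes in general capillary, 692 in alveolar fibroblast-like, 28 in B-like, 112 in T-like, 76 in venous, 219 in classical monocyte-like, 53 in non-classical monocyte-like, 300 in neutrophil-like, 173 in adventitial, 39 in aerocyte and 106 in AT2-like cells. Its calls included 44 of the 44 edgeR calls in alveolar fibroblast-like cells, 14 of 14 in T-like, 62 of 62 in classical monocyte-like, 7 of 7 in non-classical monocyte-like, 127 of 143 in neutrophil-like, 32 of 41 in lymphatic and 49 of 55 in AT2-like cells. With no filter on low counts edgeR called 2179 genes in general capillary, 210 in B-like, 617 in T-like, 630 in venous, 907 in classical monocyte-like, 294 in non-classical monocyte-like, 569 in neutrophil-like, 966 in adventitial, 297 in aerocyte, 409 in lymphatic and 530 in AT2-like cells. The cause was not tested in a separate fit, but the weight edgeR gave to the spread shared by genes (prior degrees of freedom) changed. In general capillary cells it went from 4.89 to infinite without the filter, and in B-like cells from 7.58 to infinite. In alveolar fibroblast-like cells, with 63 calls, it went from 5.45 to 6.78. Where it is infinite, gene-specific spread is not used, so calls kept there without the filter are a weak check. DESeq2 size factors gave 8 calls in B-like and 5 in aerocyte cells. Without genes below 10% of their highest class there were 28 calls in alveolar fibroblast-like, 3 in B-like, 48 in T-like, 0 in non-classical monocyte-like, 219 in neutrophil-like, 5 in adventitial, 4 in aerocyte and 96 in AT2-like cells; fewer genes were then tested.

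A mitochondrial limit of 5% gave 0 calls in B-like, 18 in non-classical monocyte-like and 116 in AT2-like cells, and one of 20% gave 0 in B-like and 128 in AT2-like cells. Doublets kept gave 1 call in alveolar fibroblast-like, 3 in T-like and 4 in neutrophil-like cells and 0 in B-like, classical monocyte-like, non-classical monocyte-like, lymphatic and AT2-like cells. Scrublet's automatic threshold gave 0 in B-like, 12 in non-classical monocyte-like, 72 in neutrophil-like and 13 in AT2-like cells. Resolution 0.5 gave 5 in aerocyte cells. Resolution 2 gave 3 in general capillary, 23 in alveolar fibroblast-like, 0 in B-like, 6 in adventitial and 5 in aerocyte cells. Seed 1 gave 4 in non-classical monocyte-like and 3 in adventitial cells, and seed 2 gave 92 in alveolar fibroblast-like, 0 in B-like, 4 in non-classical monocyte-like and 1 in adventitial cells. Naming by marker score alone gave 16 in neutrophil-like cells. Apart from the genes and cells that each setting adds or removes, the cause was not tested.

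Fits without 1 library assume that the lone sample varies like the other group. Their counts of calls ranged from 11 to 1267 in general capillary, 104 to 1871 in alveolar fibroblast-like, 8 to 49 in B-like, 40 to 369 in T-like, 0 to 399 in venous, 66 to 505 in classical monocyte-like, 0 to 113 in non-classical monocyte-like, 120 to 630 in neutrophil-like, 1 to 98 in adventitial, 0 to 433 in aerocyte, 72 to 461 in lymphatic and 42 to 511 in AT2-like cells. Of the 288 such fits of the named genes, some lost the call and all kept the direction. With all 4 libraries the groups of the named genes did not overlap, so the direction was nearly fixed by the choice of genes. Most counts rose when a library was left out, so the calls depend on which libraries were fitted. Such fits change the group means, the estimated spread and the genes tested, and these were not separated.

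Replicate numbers were not used to pair the libraries. The labels give no pairing, and the correlation of same-numbered libraries' deviations from their group means lay between -0.097 and 0.308 over the 12 classes. The highest value was in general capillary cells, so an effect shared by same-numbered libraries stays open there. With the replicate number as a block (replicate block), edgeR called 1254 genes in general capillary, 134 in alveolar fibroblast-like, 68 in B-like, 205 in T-like, 171 in venous, 0 in classical monocyte-like, 55 in non-classical monocyte-like, 392 in aerocyte and 158 in AT2-like cells, 0 class shares, 7 fixed genes over all genes, and 4 classes for the amino acid stress list. Of the 72 pairs of named gene and class, 57 kept their call with the block. The 15 others were the 14 of classical monocyte-like cells and Iigp1 in lymphatic cells. The block left the 18 called pairs of list and class called.

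The 6 class shares with an unadjusted p under 0.05 kept their direction in all 95 alternative fits. Their groups did not overlap, so the fits without 1 library could hardly turn the direction. Called classes numbered 5 with doublets kept, 5 with Scrublet's automatic threshold, 1 with TMM over classes, 0 at resolution 0.5, 0 at resolution 2, 0 with seed 1 and 0 with seed 2, and 1 to 6 without 1 library. The adjusted p of the 3 called shares was 0.0451, and with seeds 1 and 2 it was 0.0564 and 0.0543 at nearly the same log2 differences.

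For the gene lists, camera with an estimated correlation and fry called 0 classes for the amino acid stress, extracellular matrix, interferon and senescence lists, against 2, 3, 7 and 6 with the preset correlation. These tests allow for correlated genes, and their power with 2 libraries per group was not measured. Without genes below 10% of their highest class the amino acid stress and senescence lists were called in 1 class each. Without 1 library the called classes ranged from 0 to 6 for amino acid stress, 1 to 7 for matrix, 0 to 1 for glutamine metabolism, 5 to 10 for interferon and 2 to 7 for senescence. Directions turned in 4 such fits. The median of the matrix list in aerocytes ranged from 0.0089 (where the test turned) to 0.39, that of the interferon list in aerocytes from -0.27 to 0.078, with 0.057 in the other turned fit, and in general capillary cells from -0.36 to 0.011. Over the 18 called pairs and 144 alternatives, 81 kept the call, 59 lost it and 4 turned. The alternatives were the estimated correlation, fry, the replicate block, scarce genes left out and each library left out. Seeds 1 and 2 were not among them.

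The 10 fixed genes called over the list alone kept the call in 57 of 70 alternatives and lost it in 13, with no change of direction, and the number called over all genes was 4 to 11 without 1 library. Classes with a lower Cdkn2a share numbered 3 with thinning to 2000 UMIs, 3 with no thinning and 2 to 3 without 1 library, against 1 as reported. That class, B-like, was lower with no thinning and without each library but overlapped at 2000 UMIs, where general capillary, T-like and adventitial cells were lower. Those with a higher share numbered 2 with no thinning and 0 to 3 without 1 library, against 0. Those with a lower Cdkn1a share numbered 4 to 6 without 1 library, and so did those with a higher one, against 4 each. With thinning to 2000 UMIs 5 classes were lower and 3 higher, with adventitial cells newly lower and B-like cells overlapping. With no thinning 3 were lower and 3 higher, and the groups overlapped in alveolar fibroblast-like and aerocyte cells. No thinning keeps more UMIs per cell, with 378 Cdkn2a-positive cells against 102. Depth limits these shares, since 102 positive cells are spread over 12 classes and 4 libraries.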

Other observations

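The tests in this part were chosen after the results had been seen, except those of nuclear RNAs and of the mix of T-like clusters, which were written down before their results were first seen in an earlier clustering.

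Genes of neutrophil granules in neutrophil-like cells came from few cells. At least 95.3% of the Camp UMIs of each DMSO library lay in 2 cells, and Ltf was no longer called without the 2 cells per library richest in Camp, Ngp and Ltf (adjusted p = 0.731). RNA of 1 or 2 other cells per DMSO library, which may be immature neutrophils, is a candidate explanation for both. For Ngp the tables argue against it as the whole cause, because Ngp stayed lower without them (adjusted p = 0.0344), although its log2 fold change shrank from -4.15 to -2.43, and likewise for the calls of this class together, of which 93.7% (134 of 143) were kept. An effect of BPTES stays open for those and was not tested further. Jchain in B-like cells was no longer called without the 2 richest cells per library (adjusted p = 0.326), so plasma cells or doublets among the B-like cells are a candidate source.

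In AT2-like cells, 15 called lower genes that are highest in an immune class and were tested both ways had a median log2 fold change of -2.20. Without barcodes holding 5 or more UMIs of lymphocyte markers this became -0.64, while 24 other lower genes went from -0.95 to -0.87. Barcodes that also hold a lymphocyte are a candidate explanation for the immune genes, Ccl5 among them, and 6 of the 55 calls were left in the class.

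RNA from other cells was weighed for genes called in classes where they are scarce. S100a8, lower in classical monocyte-like cells, had a median log2 fold change of -0.82 in other classes where it is below 10% of its highest class, and was lower in 10 of 10 of them, which is consistent with free RNA from neutrophils. Lcn2 had a median of 1.05 in such classes and was lower in only 1 of 8, which argues against free RNA. Over all calls below 10% of the highest class, other such classes shared the direction for 66.3% (59 of 89), against 66.9% (91 of 136) for the remaining calls. Free RNA would raise the first value over the second, while a response shared between classes would raise both, and the explanations cannot be told apart from these values. A difference of 10 points or less was counted as undecided, a rule set after the values were seen. A treatment effect on the genes stays open and untested.

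The class shares were weighed against loss of barcodes in filtering or naming, which would leave the free RNA of a class's markers in other classes alike between the groups. Free RNA of AT2 markers differed by 1.07 on the log2 scale and that of B markers by -1.18, each in the direction of the share and without overlap between the groups, which argues against such loss. The same held for smooth muscle markers (0.69). Free RNA of mesothelial markers was also lower in both BPTES libraries (-0.61), but at 0.203 to 0.378 CPM it lay below that of interstitial macrophage markers (0.646 to 0.885 CPM) and moved little against the share difference of -4.08, which leaves such loss open. For alveolar macrophages the free RNA overlapped (0.046) while the share was higher, which leaves such loss open. For interstitial macrophages the free RNA differed by -0.070 with overlapping groups, while the share was higher, so a loss of DMSO barcodes and a true rise cannot be told apart from a marker signal this low. Mesothelial-like cells cover the surface of the lung, and the piece of tissue taken or its digestion stays open for them: the shares of the DMSO libraries alone differed 4.53-fold, and with 2 libraries per group this cannot be told apart from an effect of BPTES. Dissociation and sorting may change any of these shares, and no value tests that.

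Ribosomal protein genes were higher with BPTES in several classes. Their median log2 fold change was 0.39 in general capillary cells (78 of 79 genes higher, 0 called by edgeR) and 0.38 in neutrophil-like cells (75 of 78 higher, 14 called), with smaller rises without overlap in venous (0.26), alveolar fibroblast-like (0.25), aerocyte (0.13), lymphatic (0.10) and T-like cells (0.09), and overlapping groups in the other 5 classes. Among those, AT2-like cells (median -0.12, 6 of 78 genes higher), B-like cells (-0.02, 24 of 79 higher) and non-classical monocyte-like cells (-0.01, 30 of 79 higher) leaned the other way. In neutrophil-like cells, 131 other genes below 2% of their highest class had a median of -0.022 and 46.6% of them were higher, so they went both ways and decide nothing on free RNA from other cells, which stays open. Loss of cytoplasm from DMSO cells would leave nuclear RNAs as a larger part of their UMIs, so that these would be lower in both BPTES libraries. In general capillary cells Malat1 (-0.0065), Neat1 (-0.021) and Kcnq1ot1 (-0.029) overlapped between the groups, which argues against it. Ribosomal RNAs did rise against nuclear RNAs there, but any rise of ribosomal RNAs alone would give that. In neutrophil-like cells Malat1 (-0.18) and Kcnq1ot1 were lower in both BPTES libraries and Neat1 overlapped, so a loss of cytoplasm cannot be told apart from a change in transcription. An effect of BPTES on these genes stays open and was not tested further.

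The mix of clusters within the T-like class is a candidate explanation for its 14 calls. The mix alone gave the called direction for 13 of 14 genes and a median of 0.507 of the observed change. Because the clusters were made from the same genes, a change within cells would also move cells between clusters, and the explanations cannot be told apart.

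Chance cannot be excluded by regrouping the libraries, since 4 libraries make only 3 splits. The real split gave 367 calls over the 12 classes, and the others gave 2 and 0, so 1 of 3 splits gave as many calls.

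Values outside the comparisons were as follows. Among CD45-negative cells, unnamed cluster 11, led by Il6, C4b and Mmp3, made up 4.76% ± 1.20 with BPTES and 3.70% ± 0.0673 with DMSO (SD, n = 2 each). The shallow clusters 7, 12 and 24 were at 7.04%, 4.57% and 1.05% with BPTES and 4.63%, 3.33% and 1.89% with DMSO. Cluster 40 (Ppbp, Pf4) was at 0.253% and 0.223%, and cluster 41 (Mki67, Hbb-bs) at 0.115% and 0.0931%. Among CD45-positive cells, cluster 19 (Icos, Il23r, Cxcr6) was at 5.19% and 3.42%, cluster 27 (Ccl17, Cd209a, Ccl22) at 3.94% ± 0.215 and 2.38% ± 0.154, and cluster 36 (Cd163l1, Trdc, Il17a) at 2.08% ± 0.139 and 1.12% ± 0.240. Cluster 26 (Hdc, Csf3r, Adgre4) was at 3.45% and 2.97%, and cluster 39 (Igha, Jchain) at 0.603% and 1.18%. In fits added later, edgeR called 92 genes in arterial endothelial-like cells, 21 in cluster 19 and 16 in cluster 12, and 0 in interstitial macrophage-like cells, where 1813 had an unadjusted p under 0.05; DESeq2 was not run there. The most abundant transcript, Gm42418, took 4.58% and 5.45% of UMIs with BPTES and 4.26% and 4.22% with DMSO. The tdTomato feature had 0 UMIs in every library.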
